A study of Homo sapiens with 6 samples. Its data were reported in "Inhibition of type 1 immunity with tofacitinib is associated with marked improvement in longstanding sarcoidosis" (2022).

How the data were processed

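Single cell RNA sequencing was applied to lesional skin of 3 patients with cutaneous sarcoidosis, a disease in which macrophage-rich granulomas form in skin and other organs, and to skin of 3 healthy controls. Each person gave 1 library, so n counts people, and all comparisons set the 3 sarcoidosis libraries against the 3 healthy libraries. By the paper's account, 1 of the 3 patients took hydroxychloroquine at biopsy and 1 took methotrexate and prednisone. These treatments were not modelled. Punch biopsies were digested with dispase and liberase, erythrocytes were lysed, and live cells were sorted with a dye that enters dead cells. CD45, the pan-leukocyte marker, was recorded in the sort but not used as a gate, so both immune and structural cells of the skin entered the droplets. The healthy libraries came from an earlier series and were processed again with the sarcoidosis libraries, and biopsies were handled on separate days. Group and processing batch could therefore not be separated, and the sources used here do not state the droplet chemistry of each library. The record of 1 sarcoidosis library carries a v3 mark that was not explained there. The deposited protocol names patients with granuloma annulare where the sample labels say sarcoidosis, and the groups follow the sample labels.

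The authors aligned reads to hg38 with Cell Ranger 3.1.0 and removed barcodes with 100 genes or fewer, and they also took out clusters with little or no GAPDH. The submitters' processing notes name R 3.1.5 and Seurat, with the Seurat version not given. The values deposited for each gene and barcode were natural log values, made by the authors with Seurat by dividing the UMIs of a gene by all UMIs of its barcode, multiplying by 10000, adding 1 and taking the logarithm. A UMI is a molecular tag that marks 1 captured RNA molecule, so PCR copies of a molecule were counted once. Inverting this step and dividing by the smallest nonzero value of the barcode returned whole UMIs in every barcode, within a tolerance of 0.001. The design written before the data were examined had assumed raw counts and a count model. Because the files held natural log values, limma was used instead, on the UMIs recovered from them.

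All 24034 barcodes passed the minimum of 100 genes. Of 33538 gene entries, 110 were left out, namely the genes of the Y chromosome and both X-inactivation transcripts, to protect the donors, and 33428 were kept. Doublets (droplets with more than 1 cell) were scored with a Scrublet-style comparison to simulated doublets within each library (seed 1), and the highest-scoring barcodes were removed at an assumed rate of 0.008 per 1000 barcodes. This removed 916 barcodes and left 23118 cells. Cells were joined over 2000 variable genes and 30 principal components with 20 nearest neighbours, and Leiden clustering at resolution 1 gave 25 clusters (leidenalg 0.10.2, igraph 0.11.9). No integration across libraries was applied. Lymphocytes were clustered again into 17 sub-clusters and myeloid cells into 14. Members of the fixed gene lists that mark no cell type were kept out of the variable genes. Each cluster took the name of the marker list, written beforehand, with the highest mean level in it. A name required at least 3 markers with a UMI in at least 10% of the cluster's cells, and GAPDH in at least 20%. Clusters whose 10 leading genes held more markers of another class than of their own (in sub-clusters only if these were at least 3), clusters with a median depth below 0.333 of their libraries' medians and no own marker in the lead, and T cell sub-clusters with CD4 and CD8A detected at less than a 2-fold ratio stayed without a name. A regulatory T cell sub-cluster needed FOXP3 in at least 20% of its cells. CTLA4 served as a marker for T cell sub-clusters, and GZMB (plasmacytoid dendritic cells) and APOE (macrophages) for myeloid sub-clusters. Values of CTLA4 in T cells and of GZMB and APOE in myeloid cells were therefore not free of the naming. The names were rebuilt here and need not match those used in the study.

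UMIs were summed per library and class. Libraries with fewer than 10 cells of a class were left out of its fit, at least 2 libraries per group were required, and genes needed a level matching 10 UMIs in the median library and 15 UMIs in all. Sums were scaled with TMM factors (trims of 0.3 and 0.05), turned into log2 CPM (UMIs scaled to a fixed total per library) with an offset of 0.5, and fitted with limma-voom (limma 3.58.1, R 4.3.3), 2-sided, with Benjamini-Hochberg adjustment over all genes tested in the class and a threshold of 0.05. Adjusted p-values are from limma unless another test is named. The fit used only the sarcoidosis and healthy libraries of the class, with no covariate. The 25 gene lists, which hold 334 genes, were fixed beforehand, tested with camera at a preset correlation of 0.01, and tested again with an estimated correlation and with fry. Counts of list members past the threshold are given over all genes and adjusted over the list alone. Genes named in the text were chosen beforehand by rule, as up to 8 higher and 8 lower genes with the largest change among those past the threshold, separated between all libraries of the groups and with a mean of at least 20 CPM in the higher group, together with up to 4 passing members of each fixed list and a set of genes the study had singled out on these same samples. Genes that vary between people by genotype or clone were never named, and some genes the rule selects are not reported here. Any other gene is described as chosen after its values were seen. Genome positions were taken from GENCODE 44 on hg38, the build of the alignment, and 74 of 76 named genes were placed, 1 of them under a newer symbol.

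The limma step was tested on simulated data before use, with 200 genes changed 4-fold or 8-fold in 5 runs drawn from the real means and depths. At 8-fold, 76.8% of changed genes were recovered in CD4 FOXP3-negative T cells, 89.4% in regulatory T cells, 73.6% in myeloid cells, 76.4% in fibroblasts, 95.8% in blood endothelium and 59% in keratinocytes. At 4-fold, the recovered shares were 28.8%, 61.8%, 36.8%, 57.4%, 84.8% and 30% in the same order. Unchanged genes made up 5.04%, 13.0%, 4.33%, 9.35%, 4.34% and 11.7% of the calls, against an aim of 5%. Those steps ran on a median of 9405, 8789, 10061, 11246, 11153 and 5043 genes.

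Shares of cells were compared with a 2-sided exact permutation test, whose smallest p for 3 against 3 libraries is 0.10. The share of cells with a UMI was computed after thinning each cell to 1000 UMIs, with 95% Clopper-Pearson intervals for pooled counts. Intervals and zero limits cover counting error only. Alternatives fixed beforehand were median-of-ratios scaling, no filter on low counts, a replicate block, at least 25 cells, kept doublets, a strict cell filter (500 UMIs, 200 genes and at most 15% mitochondrial UMIs), Leiden resolutions of 0.5 and 2, macrophage-like sub-clusters only, thinning to 500 UMIs or none, and each library left out in turn. Trended variance without voom weights, no scaling factors, the return of sub-clusters led by another class and the removal of those with any excess of another class's markers were added after the data had been seen. The lowest chi-square per degree of freedom between any 2 libraries was 3.16, so no library was counted as a copy of another. Scripts ran in Python 3.11.15 with numpy 2.4.6, scipy 1.17.1 and matplotlib 3.10.9.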

Results

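RNA molecules of single cells were counted in lesional skin of 3 patients with sarcoidosis and in skin of 3 healthy controls, with 1 library per person. The sarcoidosis libraries held 5868, 5192 and 4752 barcodes with 27841302, 21259094 and 43143918 UMIs in replicates 1, 2 and 3. The healthy libraries held 819, 4813 and 2590 barcodes with 10061212, 32972423 and 4239593 UMIs. The median depth per barcode was 3458, 2772 and 6204.5 UMIs in the sarcoidosis libraries and 12107, 5568 and 1132 UMIs in the healthy libraries. After removal of doublets, 23118 cells remained, of which 11558 were T or NK lymphocytes and 1657 were myeloid cells. Cells without a class or sub-class, which entered no test of genes between groups, made up 9.35% ± 6.64 (SD, n = 3) of sarcoidosis libraries and 4.19% ± 2.23 (SD, n = 3) of healthy libraries.

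The question of which cells the biopsies held was addressed by the share of each class among all cells of a library. T or NK lymphocytes made up 52.1% ± 17.9 (SD, n = 3) of sarcoidosis libraries and 29.8% ± 33.6 (SD, n = 3) of healthy libraries. CD8 T cells, which kill infected or altered cells, made up 7.85% ± 5.46 and 0.935% ± 0.754. Mast cells, the histamine-storing cells of connective tissue, were 1.80% ± 1.52 of sarcoidosis cells and 0.243% ± 0.0832 of healthy cells, and melanocytes, the pigment cells, were 0.270% ± 0.149 and 12.2% ± 16.8. Mast cells, melanocytes and myeloid cells without a sub-class (2.13% ± 1.59 and 0.00720% ± 0.0125) were the 3 classes whose shares did not overlap between the groups. Cells without a class (0.0534% ± 0.0582 and 0.666% ± 0.573), which were not counted as a class, did not overlap either. Each had the smallest 2-sided exact permutation p that 3 against 3 libraries allow, 0.10. For T or NK lymphocytes and CD8 T cells, the exact permutation p was 0.3 and 0.2 (n = 3 in each group). The healthy libraries differed widely among themselves. CD4 T cells without FOXP3 made up 19.2% ± 29.1 of them and fibroblasts 23.9% ± 29.7, against 29.0% ± 18.8 and 12.8% ± 10.2 in sarcoidosis, with exact permutation p = 0.8 for both (n = 3). Myeloid cells made up 8.27% ± 4.19 of sarcoidosis and 6.62% ± 5.68 of healthy libraries, and blood endothelial cells 17.1% ± 5.26 and 15.6% ± 16.8, with exact permutation p = 0.7 and 1 (n = 3). Without healthy replicate 2, 9 classes did not overlap in place of 3, and without healthy replicate 3 the difference in melanocytes was -2.29 percentage points in place of -11.9.

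**Figure D1:**
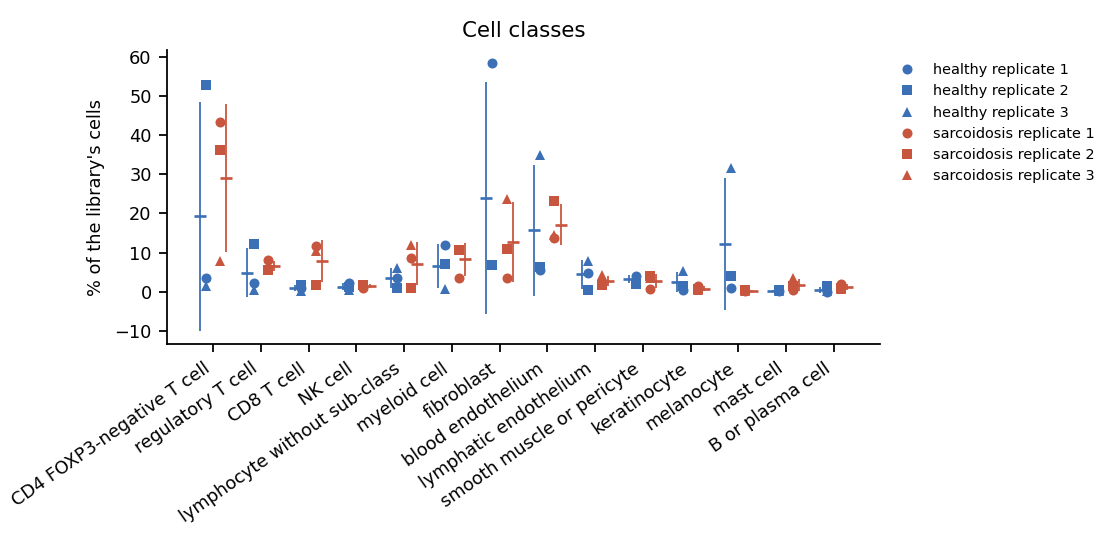
Share of each cell class, in percent of the cells of a library, for the 3 sarcoidosis and the 3 healthy libraries, with 1 point per library and a bar with whiskers at the group mean and SD. CD4 T cells without FOXP3 averaged 29.0% in sarcoidosis and 19.2% in healthy skin with overlapping libraries, whereas melanocytes (0.270% and 12.2%) and mast cells (1.80% and 0.243%) did not overlap.

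Among sub-classed T cells of the sarcoidosis libraries, pooled, 67.3% were CD4 T cells without FOXP3 and 17.7% were CD8 T cells, with library means of 61.4% ± 26.8 and 21.5% ± 19.4 (SD, n = 3). The denominator left out 1298 lymphocytes of all libraries whose sub-cluster could not be named, whereas the study took its shares over all of its T cells. Of these lymphocytes, 517 were cells of sarcoidosis replicate 3 in sub-cluster 8. Its best match was CD4 T cells without FOXP3, but 5 of its 10 leading genes were markers of another class. The CD4 share of that library thus depended on leaving them out.

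CD4 T cells without FOXP3, the helper cells that remain once regulatory T cells are set aside, were compared to find which effector genes they carried in lesional skin. Among the genes that rose in sarcoidosis were 4 of 11 cytotoxic and 2 of 16 type 1 T cell genes, and the calls of both lists were lost with an estimated correlation (adjusted p = 0.172 and 0.0827). IFNG, the gene of interferon-gamma (chromosome 12, 68154768 to 68159740), averaged 562 ± 91.2 CPM (the UMIs of a gene scaled to a fixed total per library and class, SD, n = 3) in sarcoidosis and 22.1 ± 19.7 (SD, n = 3) in healthy skin, a log2 fold change of 4.45 ± 0.48 (SE). The granzymes, proteases that cytotoxic cells deliver into their targets, rose by 5.55 ± 0.79 for GZMB (chromosome 14, 24630954 to 24634267), 4.70 ± 0.50 for GZMH, 4.46 ± 0.52 for GZMA and 3.65 ± 0.58 for GZMK on the log2 scale. The CC chemokines CCL4 (chromosome 17, 36103827 to 36105621) and CCL3 (chromosome 17, 36088256 to 36090169), which attract T cells and monocytes, rose by 5.61 ± 0.62 and 5.58 ± 0.55, and CCL5 rose by 3.02 ± 0.46.

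The limma adjusted p was 0.000837 for IFNG, 0.00542 for GZMB, 0.00118 for GZMA, 0.000837 for CCL4, 0.000586 for CCL3 and 0.00758 for CCL5. CCL3 and CCL4 share near-identical sequence with CCL3L1 and CCL4L2, so the split of their UMIs between copies is uncertain. Other genes with large rises were G0S2, a brake on fat breakdown (log2 fold change 5.93 ± 0.73, limma adjusted p = 0.00192) and the interferon-induced GTPase gene GBP5 (4.86 ± 0.47, limma adjusted p = 0.000586). C15orf48 rose by 5.15 ± 0.89 (limma adjusted p = 0.0161). CD38, a surface enzyme of activated lymphocytes, had 232 UMIs in sarcoidosis and 1 in healthy skin, a ratio per UMI of 238 with a 95% counting interval of 42.3 to 9446. The interleukin-12 receptor chain IL12RB2 rose by 3.65 ± 0.73 and the checkpoint receptor CTLA4 by 3.49 ± 0.51, with limma adjusted p of 0.0384 and 0.00542. CTLA4 was also used to name T cell sub-clusters. GZMB was not, but as a marker of a dendritic cell sub-class it could enter the variable genes of the clustering.

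Large falls were in SLC16A10, a transporter of aromatic amino acids, FNBP1L and IL9R, the interleukin-9 receptor. SLC16A10 averaged 4.06 ± 2.42 and 63.9 ± 10.3 CPM (SD, n = 3 each), a log2 fold change of -3.95 ± 0.50 (limma adjusted p = 0.00273), and the values were -3.59 ± 0.53 and -3.36 ± 0.45 for FNBP1L and IL9R. LONRF2, MMP25, TLCD2 and CDC42BPB fell by between 3.24 and 3.00 on the log2 scale, and MTRNR2L1, whose sequence resembles mitochondrial RNA and is therefore uncertain, fell by 4.13. In all, 49 genes rose and 20 fell of 9888 tested. Libraries of the groups did not overlap for 17.9% of tested genes, where 10% would be expected by chance.

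Several genes the study had singled out did not pass in CD4 T cells without FOXP3. TBX21, the master regulator of type 1 helper cells, had a log2 fold change of 1.09 ± 0.41, with a limma adjusted p of 0.30. The values were 1.17 ± 0.73 for CSF2, -0.63 ± 0.42 for TNF, 1.32 ± 0.83 for IL13, -0.78 ± 0.37 for GATA3, 0.84 ± 0.58 for ITGAE and 0.57 ± 0.59 for CD69, with limma adjusted p between 0.437 and 0.748. IL4, IL17A, IL17F and ITGA1 had too few UMIs to be tested. For IL17F there was 1 UMI in sarcoidosis and 37 in healthy skin, all 37 in healthy replicate 2.

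The healthy side of this comparison rested on few cells outside 1 library, with 28, 2445 and 34 cells in healthy replicates 1, 2 and 3 against 2418, 1794 and 354 in the sarcoidosis libraries. Sub-clusters 0 and 5 of the lymphocytes drew 1546 of 1598 and 782 of 902 cells from healthy replicate 2, and sub-clusters 1, 2, 3, 6 and 13 were mostly sarcoidosis. Of the 354 cells of sarcoidosis replicate 3, 271 lay in sub-cluster 13, which had CSF2 and IL13 among its leading genes. Without healthy replicate 2, 0 of 9731 genes passed (938 at an unadjusted p under 0.05). The count was 316 without sarcoidosis replicate 1, 128 without sarcoidosis replicate 2, 116 without sarcoidosis replicate 3, 159 without healthy replicate 1 and 131 without healthy replicate 3. A limma fit of trended variance without precision weights called 0 genes, with 709 at an unadjusted p under 0.05.

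**Figure D2:**
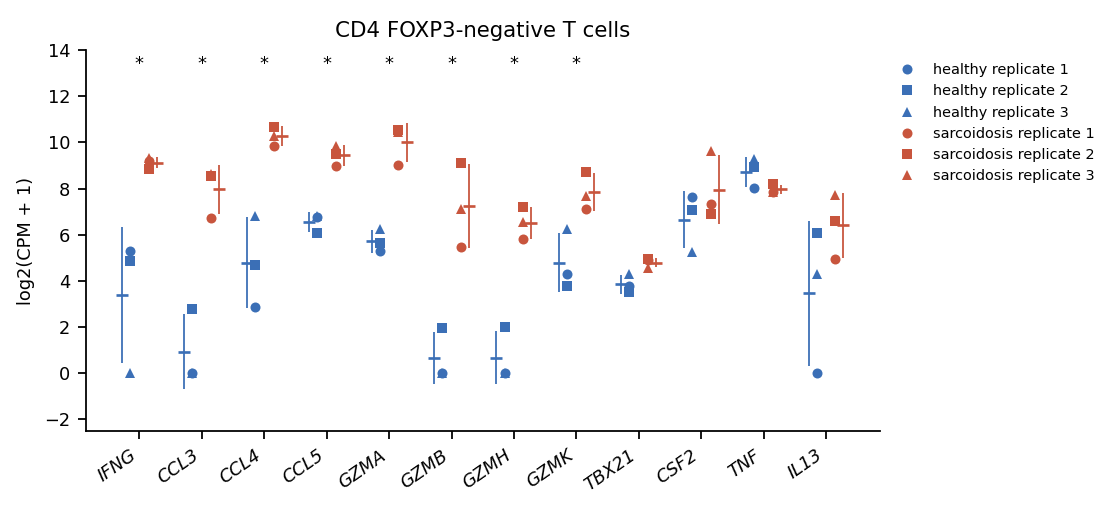
Levels of named genes in CD4 T cells without FOXP3, as log2 of CPM plus 1, with 1 point per library for 3 sarcoidosis and 3 healthy libraries, a bar with whiskers at the mean and SD of these log2 values, and a star where the limma adjusted p was under 0.05. IFNG averaged 562 CPM in sarcoidosis and 22.1 in healthy skin, and CCL4 averaged 1268 and 47.6.

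Of 11 measured cytotoxic genes in CD4 T cells without FOXP3, 10 were higher in sarcoidosis, with 4 rising over all genes and 8 when adjusted over the list alone, and the median log2 fold change was 1.95. Of 16 type 1 T cell genes, 13 were higher (2 rose over all genes, 9 adjusted over the list alone, median 1.33). Of 20 genes of the interferon-gamma response, 18 were higher (2 rose over all genes, 12 adjusted over the list alone, median 1.35), led by GBP5 and GBP4, which rose by 2.96 ± 0.44. All 7 MHC class II genes, which present peptide to helper cells, were higher (1 rose over all genes, 6 adjusted over the list alone, median 1.90), and HLA-DRA rose by 3.21 ± 0.46. Each list was called by camera at the preset correlation, and the adjusted p with an estimated correlation was 0.172, 0.0827, 0.0932 and 0.269 in that order, so none of these calls held there. LYZ, a lysozyme gene that myeloid cells express strongly, averaged 76.0 CPM in sarcoidosis CD4 T cells and 13.4 in healthy ones, and fibroblast RNA had a median log2 fold change of 1.19 there. The study had named 2 of 12 cytotoxic, 4 of 17 type 1 and 7 of 26 interferon-gamma response genes on these samples, so these counts are not independent evidence. The medians without those genes were 1.53, 1.55 and 1.12.

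Of 6 measured T cell chemokines, CCL3, CCL4 and CCL5 rose over all genes and the same 3 adjusted over the list alone, with a median of 2.07 (adjusted p = 0.172 with an estimated correlation). All 3 had been chosen by the study on these samples, which is not independent evidence, and the median without them was -0.71. Of 4 type 2 T cell genes 1 was higher, 0 changed over all genes and 2 fell adjusted over the list alone (median -1.25, adjusted p = 0.270 with an estimated correlation). Type I interferon-stimulated genes had a median of 0.86, with 0 of 16 rising over all genes and 2 adjusted over the list alone (adjusted p = 0.270 with an estimated correlation). Type 3 T cell genes (median -0.37) and recirculation genes (median 0.26) were not called by camera in limma, with adjusted p of 0.566 and 0.794. Among genes of other cell types, the 3 erythrocyte RNA genes had a median of -3.31 (0 over all genes and 0 adjusted over the list alone, adjusted p = 0.447 with an estimated correlation). Tissue residency genes (median 0.71) and stromal cytokines (median 0.49) were also called at the preset correlation, with 0 and 2 rising over all genes, 1 and 3 adjusted over the list alone, and adjusted p = 0.368 with an estimated correlation for both.

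Regulatory T cells, the FOXP3-positive CD4 cells that restrain immune responses, were compared over 3 sarcoidosis and 2 healthy libraries because healthy replicate 3 held 9 cells. KLRB1, the gene of the CD161 receptor (chromosome 12, 9594551 to 9607916), rose from 7.61 ± 1.5 (SD, n = 2) to 119 ± 53.1 CPM (SD, n = 3), a log2 fold change of 4.00 ± 0.51. IFNG rose by 3.97 ± 0.66, GZMA by 3.86 ± 0.76, the checkpoint receptor LAG3 by 2.58 ± 0.51 and the transcription factor TOX2 by 2.77 ± 0.44. Without scaling factors, IFNG averaged 29.6 CPM in regulatory T cells of sarcoidosis. It averaged 167 there in mast cells, 120 in melanocytes, 68.7 in B or plasma cells, 7.86 in keratinocytes, 5.64 in blood endothelium and 4.80 in fibroblasts. A part of RNA from other cells in the IFNG rise was not tested. CCR6, a chemokine receptor that brings T cells to epithelium, fell from 338 ± 73.2 to 71.7 ± 37.7 CPM, a log2 fold change of -2.38 ± 0.37. PMEPA1, a target of TGF-beta signalling, and SLC16A10 fell by 3.23 and 2.88.

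The limma adjusted p was 0.00600 for KLRB1, 0.0211 for IFNG, 0.0431 for GZMA and LAG3, and 0.0152 for TOX2, CCR6 and SLC16A10. FCRL3 (log2 fold change 3.97), ITGA4 (2.91) and SAMD3 (2.82) also rose, and GPAT3 (-2.94), PCSK1N (-2.81), HACD1 (-2.28), CRIP1 (-2.15) and LRIG1 (-2.03) fell. AC004585.1 had 78 UMIs in sarcoidosis and 1 in healthy skin, a ratio per UMI of 58.8 with a 95% counting interval of 10.3 to 2353. In all, 13 genes rose and 12 fell of 9144, and 24.4% of genes did not overlap between the groups against 20% by chance for 3 and 2 libraries.

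Of 18 interferon-gamma response genes in regulatory T cells, 0 rose over all genes and 7 adjusted over the list alone (median 0.89, adjusted p = 0.275 with an estimated correlation). The study had chosen 7 of the 26 list members on these samples, which is not independent evidence. Type 1 T cell genes had a median of 0.70 (1 of 12 over all genes, 5 adjusted over the list alone), with adjusted p = 0.275 with an estimated correlation. Cytotoxic genes had one of 1.81 (1 of 10 over all genes, 3 adjusted over the list alone), with adjusted p = 0.378 with an estimated correlation. MHC class II genes had a median of 1.11 (0 of 6 over all genes, 4 adjusted over the list alone, adjusted p = 0.361 with an estimated correlation). Type I interferon-stimulated genes had one of 0.99 (0 of 16 over all genes, 5 adjusted over the list alone, adjusted p = 0.316 with an estimated correlation). Of 5 type 3 T cell genes, KLRB1 rose and CCR6 fell, and the list (median -1.22) was not called. RNA of other cell types moved beside these groups, with medians of 2.50 for fibroblast RNA and -4.73 for erythrocyte RNA (adjusted p = 0.378 and 0.275 with an estimated correlation). Sub-cluster 4 drew 548 and 421 of its 1014 cells from healthy replicate 2 and sarcoidosis replicate 1, sub-cluster 7 drew 250 and 283 of 584 from sarcoidosis replicates 2 and 3, and healthy replicate 1 had 7 and 11 cells in them. Without healthy replicate 2, 0 genes passed (253 of 8743 at an unadjusted p under 0.05). The counts were 2 without sarcoidosis replicate 2, 7 without healthy replicate 1, 249 without sarcoidosis replicate 1 and 70 without sarcoidosis replicate 3. Trended variance called 0 (700 at an unadjusted p under 0.05).

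Myeloid cells, the class that holds macrophages, monocytes and dendritic cells, were compared because macrophages form the granuloma. Among the genes that rose in sarcoidosis were 4 of 27 granuloma macrophage and 6 of 26 interferon-gamma response genes, and the calls of both lists were lost with an estimated correlation (adjusted p = 0.161 and 0.265). FN1, the gene of fibronectin (chromosome 2, 215360440 to 215436073), averaged 1395 ± 808 CPM (SD, n = 3) against 3.72 ± 3.4 (SD, n = 3), a log2 fold change of 7.66 ± 0.54. CHIT1, the chitinase gene of activated macrophages (chromosome 1, 203212827 to 203273641), had 2032 UMIs in sarcoidosis and 1 in healthy skin, a ratio per UMI of 1010 with a 95% counting interval of 181 to 39907. FBP1, an enzyme of gluconeogenesis (chromosome 9, 94603133 to 94640249), rose by 4.63 ± 0.55 on the log2 scale and the interferon-induced gene IFI27 by 7.27 ± 0.79. IL1R2, the decoy receptor for interleukin-1 (chromosome 2, 101991960 to 102028544), averaged 44 ± 19.9 CPM in sarcoidosis and 400.1 ± 199 in healthy skin, a log2 fold change of -3.16 ± 0.46.

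The limma adjusted p was 0.00155 for FN1, 0.0348 for CHIT1, 0.0191 for FBP1 and IFI27, and 0.0289 for IL1R2. ADAMDEC1 (log2 fold change 5.49 ± 0.75), NUPR1 (4.95 ± 0.68), the lipid carrier gene APOE (4.85 ± 0.76) and CYP27A1, a sterol and vitamin D hydroxylase (4.35 ± 0.64), also rose. CTTNBP2 (-3.20), WNT5B (-3.04) and GJB2 (-2.49) fell. APOE was among the markers used to name macrophage sub-clusters. In all, 30 genes rose and 5 fell of 10543, and 24.5% of genes did not overlap against 10% by chance. Within macrophage-like sub-clusters alone, where healthy replicate 3 held 1 cell, 24 genes rose and 8 fell of 8163, and 11 of these were among the 35 of the whole class. All 117 healthy cells of these lay in sub-cluster 2, which had 1 marker of another class and none of its own among its leading genes. Without sub-clusters 2 and 13, which share this, 76 genes rose and 35 fell of 10296, with 34 of the 35 of the whole class among them. That fit held no healthy macrophage-like cell, so it set sarcoidosis macrophages against other healthy myeloid cells. The groups' myeloid cells lay largely in different sub-clusters. The macrophage-like sub-cluster 0, with 263 cells, came from sarcoidosis libraries only, and sub-cluster 4, dendritic cells with IL1R2 among their leading genes, drew 4, 2 and 0 of its 149 cells from sarcoidosis replicates 1, 2 and 3. The lower IL1R2 of the whole class was therefore not separated from a different mix of sub-classes. The same holds for its rises, such as FN1, CHIT1, APOE and FBP1. Within macrophage-like sub-clusters, 8 of the 13 passing named genes that could be fitted stayed past the threshold.

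Of 26 interferon-gamma response genes in myeloid cells, 24 were higher, with 6 rising over all genes and 20 adjusted over the list alone, and a median log2 fold change of 2.37. WARS, a tryptophanyl-tRNA synthetase, rose by 3.03 ± 0.39, the aminopeptidase gene LAP3 by 2.55 ± 0.34 and the immunoproteasome gene PSMB9 by 2.48 ± 0.34. The adjusted p was 0.265 with an estimated correlation, and the median was 1.38 without the 7 genes the study had named on these samples, whose direction is not independent evidence. Of 27 granuloma macrophage genes, 22 were higher (4 rose over all genes, 11 adjusted over the list alone, median 1.89, and 1.68 without 4 genes named by the study), with adjusted p = 0.161 with an estimated correlation. Type I interferon-stimulated genes had a median of 1.16 (1 of 19 rose over all genes, 4 adjusted over the list alone), with adjusted p = 0.309 with an estimated correlation. Proliferation genes had 11 of 12 higher (0 over all genes, 5 adjusted over the list alone, median 1.16), with adjusted p = 0.330 with an estimated correlation. The 5 measured cytotoxic genes had a median of 2.93 in myeloid cells (0 over all genes, 3 adjusted over the list alone, adjusted p = 0.330 with an estimated correlation). Lymphocytes are not the only carriers of this list. CST7 was among the leading genes of myeloid sub-cluster 7, and GZMB was a marker of plasmacytoid dendritic cells. Lymphocyte RNA was thus not separated from the mix of myeloid sub-classes. Of 21 dissociation stress genes, induced when tissue is digested, 17 were lower (median -0.30, 0 over all genes and 0 adjusted over the list alone, adjusted p = 0.696 with an estimated correlation).

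Genes the study had named that did not pass in myeloid cells included CXCL9 (log2 fold change 5.18 ± 1.77), CXCL10 (4.88 ± 1.12) and CXCL11 (3.51 ± 0.99), chemokines that attract CXCR3-bearing T cells, with limma adjusted p of 0.198, 0.115 and 0.159. GBP1, GBP4 and GBP5 had values of 3.13 ± 0.61, 3.68 ± 0.67 and 3.98 ± 0.89 with limma adjusted p of 0.0860, 0.0684 and 0.109. CHI3L1 (4.74 ± 1.24), TREM1 (2.80 ± 1.08), TREM2 (1.94 ± 0.74) and CEBPB (0.90 ± 0.43) had limma adjusted p between 0.145 and 0.30. The myeloid count was 0 without healthy replicate 3, which held 18 myeloid cells (1998 of 11768 genes at an unadjusted p under 0.05), 1 without sarcoidosis replicate 2, 16 without healthy replicate 2 and 118 without healthy replicate 1. Trended variance and the strict cell filter, which left 2 healthy libraries, also called 0 genes in limma, with 1131 and 1889 at an unadjusted p under 0.05.

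**Figure D3:**
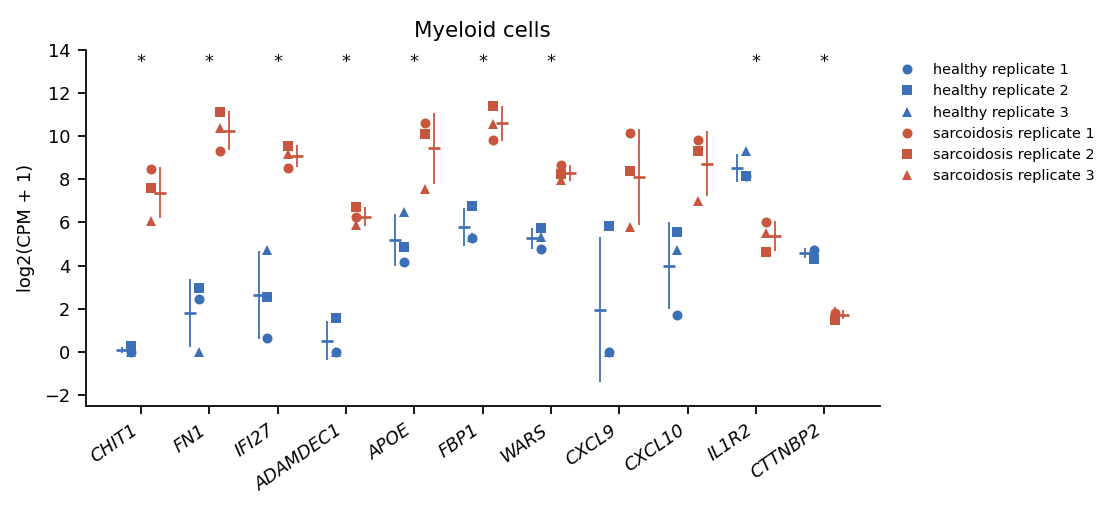
Levels of named genes in myeloid cells, as log2 of CPM plus 1, with 1 point per library for 3 sarcoidosis and 3 healthy libraries, a bar with whiskers at the mean and SD of these log2 values, and a star where the limma adjusted p was under 0.05. FN1 averaged 1395 CPM in sarcoidosis and 3.72 in healthy skin, and IL1R2 averaged 44 and 400.1.

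Fibroblasts, the matrix-forming cells of the dermis, were compared because the study had named them as a source of IL6, IL15 and chemokines. CXCL9 (chromosome 4, 76001275 to 76007509) averaged 1171 ± 1328 CPM in sarcoidosis fibroblasts and 5.72 ± 7.51 in healthy ones (SD, n = 3 each), a log2 fold change of 10.03 ± 2.00. It did not pass in limma (adjusted p = 0.161). CCL5 had a value of 4.07 ± 0.82 (limma adjusted p = 0.161). CCL4 had one of 2.33 ± 1.17, CCL2, a monocyte attractant, of -1.34 ± 0.38, IL15 of 0.58 ± 0.64 and IL6 of 0.13 ± 0.52, with limma adjusted p between 0.260 and 0.957 for these 4 genes. In limma 0 of 11856 genes passed, 1240 had an unadjusted p under 0.05, and 15.7% did not overlap against 10% by chance. A limma fit of trended variance with an offset of 2 UMIs called 7 higher and 1 lower, and without healthy replicate 1 there were 7 calls. The genes with the smallest adjusted p, chosen after their values were seen, were CRIP1 (-2.43), F3 (2.89) and WNT2 (6.88), with limma adjusted p of 0.102 each.

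Of 23 interferon-gamma response genes in fibroblasts, 20 were higher, with 0 rising over all genes and 15 adjusted over the list alone (median 1.79). The median was 1.34 without the genes the study had named on these samples, which are not independent evidence. Type I interferon-stimulated genes had a median of 1.08 (0 of 21 over all genes, 9 adjusted over the list alone). Fibroblast matrix genes, which encode collagens and their partners, had 16 of 20 higher (0 over all genes, 3 adjusted over the list alone, median 0.59). MHC class II genes had a median of 1.60 (0 of 5 over all genes, 3 adjusted over the list alone, adjusted p = 0.298 with an estimated correlation). For the former 3 lists the adjusted p was 0.270 with an estimated correlation. Granuloma macrophage genes were also called at the preset correlation (median 0.45, 0 of 18 over all genes, 5 adjusted over the list alone), as were T cell chemokines (median 2.42, 0 of 3 over all genes, 2 adjusted over the list alone). For both the adjusted p was 0.270 with an estimated correlation. LYZ averaged 23.3 CPM in sarcoidosis fibroblasts and 3.45 in healthy ones, and erythrocyte RNA had a median of -3.45 there. Fibroblast clusters differed in origin, with 518 of 531 cells of cluster 17 from sarcoidosis replicate 3 and 424 of 642 cells of cluster 14 from healthy replicate 1.

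Blood endothelial cells, which line vessels, were compared for IL6 and IL15. IL6, an inflammatory cytokine gene (chromosome 7, 22725884 to 22732002), averaged 210 ± 183 CPM in sarcoidosis and 949.8 ± 487 in healthy skin (SD, n = 3 each), without overlap. The log2 fold change of -2.41 ± 0.53 did not pass in limma (adjusted p = 0.100). IL15, which sustains memory T and NK cells (chromosome 4, 141636583 to 141733987), averaged 47.3 ± 6.64 and 22.6 ± 2.69, a log2 fold change of 1.06 ± 0.26 (limma adjusted p = 0.141). In limma 0 of 11508 genes passed, 1348 had an unadjusted p under 0.05 and 15% did not overlap against 10% by chance, while a trended variance fit with an offset of 2 UMIs called 3. The genes nearest the threshold, chosen after their values were seen, included the vessel growth regulator ANGPT2 (1.95, limma adjusted p = 0.0564) and GBP4 (1.91, limma adjusted p = 0.0583). Without sarcoidosis replicate 3 there were 58 calls, without healthy replicate 1 there were 15 and without sarcoidosis replicate 1 there were 4.

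Of 24 interferon-gamma response genes in blood endothelium, 19 were higher (0 over all genes, 13 adjusted over the list alone, median 0.83), with adjusted p = 0.181 with an estimated correlation. The median was 0.50 without the genes named by the study, which are not independent evidence. The 8 MHC class II genes were all higher, with a median of 0.52 (0 over all genes, 0 adjusted over the list alone, adjusted p = 0.891 with an estimated correlation). LYZ averaged 46.1 CPM in sarcoidosis and 4.59 in healthy endothelium. Endothelial activation genes, the adhesion molecules and receptors of inflamed vessels, had a median of -0.46, with 0 over all genes and 3 falling adjusted over the list alone, and were not called by camera in limma (adjusted p = 0.150). Of 21 dissociation stress genes, 20 were lower (median -0.19, 0 over all genes), a call at the preset correlation (adjusted p = 0.0176) that was lost with an estimated correlation (adjusted p = 0.891). Cluster 3 held 1922 sarcoidosis and 82 healthy cells, and 747 of 1098 cells of cluster 7 came from healthy replicate 3.

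Keratinocytes, the main cells of the epidermis, were few, with 80, 31 and 15 cells in the sarcoidosis libraries and 68 and 133 in healthy replicates 2 and 3. In limma 0 of 5302 genes passed, with 478 at an unadjusted p under 0.05 and 25.9% not overlapping against 20% by chance, and trended variance called 0 as well. Interferon-gamma response genes were higher for 11 of 12 (0 over all genes, 10 adjusted over the list alone, median 1.96), with adjusted p = 0.395 with an estimated correlation. The median was 1.63 without genes the study named, which are not independent evidence. All 11 keratinocyte stress and barrier genes were higher (median 2.86, 0 over all genes and 0 adjusted over the list alone), with adjusted p = 0.514 with an estimated correlation. MHC class II genes had a median of 3.48 (0 of 4 over all genes, 4 adjusted over the list alone), with adjusted p = 0.395 with an estimated correlation. Type I interferon-stimulated genes had a median of 4.65, or 4.54 with 1 member without healthy UMIs set at its bound. None of these 8 passed over all genes and 8 did adjusted over the list alone (adjusted p = 0.395 with an estimated correlation). Fibroblast RNA had a median of -2.97 in keratinocytes, and LYZ averaged 72.8 CPM in sarcoidosis and 1.62 in healthy cells. Leaving out sarcoidosis replicate 1 gave 4 calls, sarcoidosis replicate 3 gave 3 and healthy replicate 2 gave 1.

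CD8 T cells were not tested between groups because only healthy replicate 2, with 77 cells, passed the minimum of 10 cells, against 651, 79 and 472 cells in sarcoidosis. With doublets kept, healthy replicate 1 reached 10 cells, and 0 of 4847 genes passed in limma.

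Across classes, the summed level of the interferon-gamma response list was higher in sarcoidosis in all 6 tested classes. It averaged 5650 ± 2125 CPM in sarcoidosis myeloid cells against 1852 ± 774 in healthy ones, and 4595 ± 2511 against 1682 ± 453 in fibroblasts (SD, n = 3 each). Blood endothelium had 4447 ± 893 against 2553 ± 132 (SD, n = 3 each). In CD4 T cells without FOXP3 it was 2284 ± 343 against 1035 ± 149 (SD, n = 3 each). In regulatory T cells it was 2958 ± 516 (SD, n = 3) against 1764 ± 11.2 (SD, n = 2), and in keratinocytes 2076 ± 1550 (SD, n = 3) against 589 ± 91.2 (SD, n = 2). The lists gave 47 calls in 119 tests at the preset correlation, 38 of them higher in sarcoidosis. Of these, 0 held with an estimated correlation and 4 held with fry. The 4 were the interferon-gamma response and type 1 T cell lists in CD4 T cells without FOXP3 and the interferon-gamma response and granuloma macrophage lists in myeloid cells. The difference between classes in the size of the rise was not tested.

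**Figure D4:**
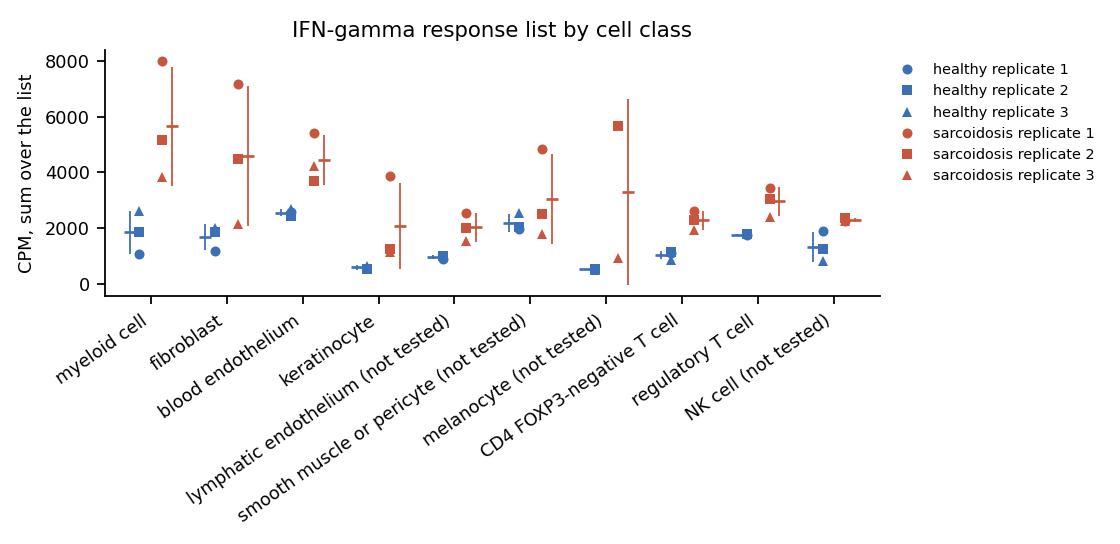
Summed CPM of the interferon-gamma response list by cell class, with 1 point per library for sarcoidosis and healthy skin and a bar with whiskers at the group mean and SD. Myeloid cells averaged 5650 in sarcoidosis and 1852 in healthy skin, fibroblasts 4595 and 1682, and blood endothelium 4447 and 2553.

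Which cells carried the transcripts of 5 cytokines was described by the share of each gene's UMIs by class, without a test. Blood endothelium held 57.9% ± 7.49 of IL6 UMIs in sarcoidosis (SD, n = 3) and 68.9% ± 17.7 in healthy skin. In sarcoidosis, fibroblasts held 17.6% ± 12.8, myeloid cells with a sub-class 13.1% ± 9.79 and those without one 4.61% ± 6.12. Smooth muscle cells or pericytes held 4.00% ± 3.70 in sarcoidosis and 16.9% ± 7.96 in healthy skin (SD, n = 3 each). IL15 UMIs in sarcoidosis lay in blood endothelium (36.3% ± 7.22), myeloid cells with a sub-class (28.1% ± 4.60) and without one (7.31% ± 4.62) and fibroblasts (18.2% ± 9.68). IFNG UMIs lay in CD4 T cells without FOXP3 (55.5% ± 13.7), lymphocytes without a sub-class (17.9% ± 14.9), CD8 T cells (11.97% ± 5.19) and NK cells (5.54% ± 5.69). CSF2, the gene of the macrophage growth factor GM-CSF, lay in CD4 T cells without FOXP3 for 64.5% ± 22.1 and in lymphocytes without a sub-class for 21.4% ± 24.9. These shares follow both the level per cell and the number of cells of each class in a library.

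IL12B, which encodes a chain shared by interleukin-12 and interleukin-23 (chromosome 5, 159314780 to 159330863), was rare, with 46 UMIs in sub-classed myeloid cells of sarcoidosis and 93 in those of healthy skin. All 93 were in healthy replicate 2, and 28 of the 46 in sarcoidosis replicate 1. Myeloid cells with a sub-class held 88.6% ± 10.3 of IL12B UMIs in sarcoidosis and those without one 5.71% ± 9.90 (SD, n = 3). Of cDC1, the dendritic cells that present antigen to CD8 T cells, 15 of 128 sarcoidosis cells (11.7%, 95% Clopper-Pearson interval 6.71 to 18.6, median depth 9867.5 UMIs) and 1 of 18 healthy cells (5.56%, interval 0.141 to 27.3, median depth 18474 UMIs) held an IL12B UMI. That 1 healthy cell gave 58 of the UMIs. Among cells named LAMP3 dendritic cells, it was 4 of 116 sarcoidosis cells (3.45%, interval 0.947 to 8.59, median depth 10666 UMIs) and 5 of 105 healthy cells (4.76%, interval 1.56 to 10.8, median depth 20346 UMIs). This name pooled myeloid sub-clusters 7, 8 and 11, and only sub-cluster 8 had LAMP3 among its leading genes. Sub-cluster 7, led by CXCL9, held 55 and 41 cells of sarcoidosis replicates 1 and 2. All 57 cells of sub-cluster 11 came from healthy replicate 2, so the groups were not compared in like cells. In keratinocytes, taken as background, it was 0 of 126 sarcoidosis cells (median depth 8317.5 UMIs), which allows a share of up to 2.38%, and 0 of 204 healthy cells (median depth 2264.5 UMIs), which allows up to 1.47%. Macrophages had an IL12B UMI in 0 of 339 sarcoidosis cells, which allows up to 0.885%. In sarcoidosis, the interval of the cells named LAMP3 dendritic cells began at 0.947%, under the keratinocyte limit but above the macrophage limit. The keratinocyte limit is wide because these cells were few. CD4 T cells without FOXP3, blood endothelium and fibroblasts held 0 IL12B UMIs in either group. A difference between the groups was not detectable at this depth.

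**Figure D5:**
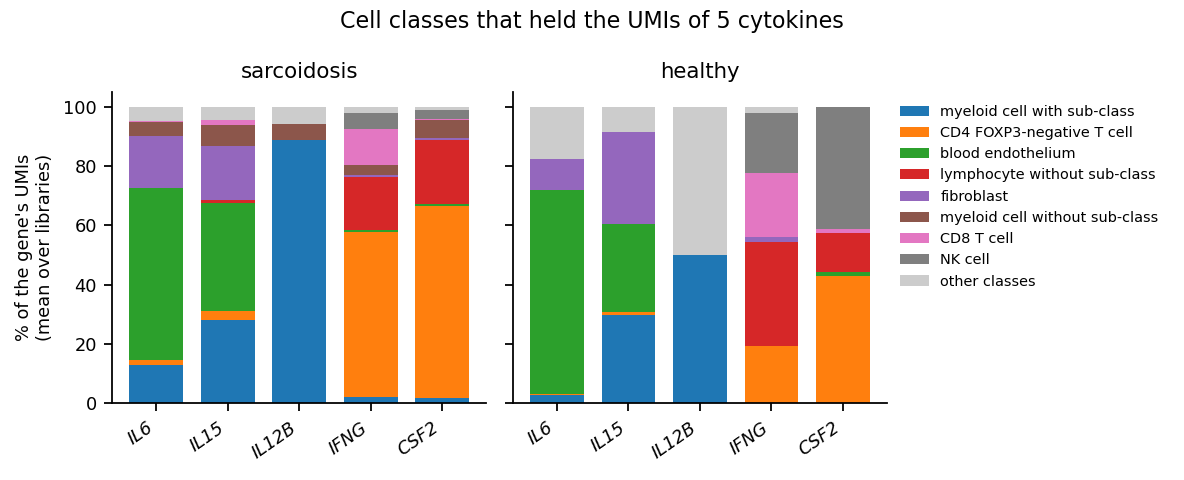
Mean share of the UMIs of IL6, IL15, IL12B, IFNG and CSF2 by cell class, in percent, as stacked bars from 0 to 100 for sarcoidosis (3 libraries) and healthy skin (3 libraries, 2 for IL12B). In sarcoidosis, blood endothelium held 57.9% of IL6 UMIs, myeloid cells with a sub-class 88.6% of IL12B UMIs and CD4 T cells without FOXP3 55.5% of IFNG UMIs.

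The share of CD4 T cells without FOXP3 that held a cytokine UMI was compared after each cell had been thinned to 1000 UMIs, which left out 263 sarcoidosis and 43 healthy cells below that depth. IFNG was detected in 20.98% ± 4.33 of sarcoidosis cells and 1.94% ± 2.00 of healthy cells (SD, n = 3 each), without overlap between libraries and with the smallest exact permutation p possible, 0.1. In keratinocytes thinned alike, the IFNG background was 3.06% (3 of 98 cells) in sarcoidosis and 0 of 137 cells in healthy skin. For TNF it was 4.08% (4 of 98) and 0.730% (1 of 137). Without thinning, IFNG in healthy replicate 2 was 25.7 CPM in CD4 T cells without FOXP3. It was 0.297 CPM in fibroblasts and 0 in blood endothelium and keratinocytes of that library, so the low T cell level there was above background. Healthy replicates 1 and 3 held 25 and 15 of the thinned T cells, too few to tell. TNF was detected in 14.5% ± 0.263 and 26.7% ± 19.4, CSF2 in 13.5% ± 11.3 and 6.09% ± 1.86, and IL13 in 5.53% ± 5.59 and 3.38% ± 3.33, with exact permutation p of 0.4, 0.3 and 0.6 (n = 3). IL2 was detected in 0.889% ± 0.232 and 2.87% ± 3.43 (exact permutation p = 0.4, n = 3). In healthy replicate 3, TNF and IL2 were detected in 7 and 1 of 15 cells, which raised the healthy means. IL4, IL17A and IL17F each averaged under 0.1% over the libraries of both groups. In healthy replicate 2, IL17A was detected in 7 and IL17F in 4 of 2424 cells, and in healthy replicates 1 and 3 in 0 of 25 and 0 of 15 cells, which allows up to 12% and 20%. Thinned to 500 UMIs, IL17A averaged 1.39% ± 2.26 in healthy skin, from 1 of 25 cells in replicate 1 and 4 of 2440 in replicate 2. The median depth of these cells before thinning was 2521 UMIs in sarcoidosis and 5052 in healthy skin, and without thinning IFNG was detected in 32.3% ± 10.0 and 3.84% ± 3.60. The shares left out lymphocyte sub-cluster 8, mostly from sarcoidosis replicate 3, and were not computed with it. In that library, IFNG and CSF2 were 592 and 739 CPM in CD4 T cells without FOXP3. They were 105 and 19.5 CPM in its lymphocytes without a sub-class, so its shares may depend on the cells left out.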

Values the study reported

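The study analysed 24034 skin cells with a median of 4029 UMIs, in 37 clusters that it assigned to 11 cell types. It divided the T cells into 14 clusters and gave the CD4-positive, FOXP3-negative cells a share of 70.2% of T cells in sarcoidosis. CD8 T cells were put at 14% of all T cells. The myeloid part of the study covered 1748 cells in 14 clusters.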

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

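The tests of RNA from myeloid cells, of scaling, of the mix of endothelial clusters, of pericyte RNA and of CD8 or NK cells were written down before their results were seen. The comparison with healthy replicate 2 alone, the draws of few and shallow cells and the test of digestion were chosen after the result was seen.

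A signal in classes that entered no test was flagged for the interferon-gamma response list. In lymphatic endothelium, the vessel cells that drain tissue fluid, its level averaged 2020 ± 509 CPM in sarcoidosis and 964 ± 58.9 in healthy skin (SD, n = 3 each), a ratio of 2.10. NK cells had 2296 ± 68.5 and 1324 ± 536 (SD, n = 3 each), a ratio of 1.73. Melanocytes had 3299 ± 3339 and 516 ± 9.88 (SD, n = 2 each), a ratio of 6.39, with 21 and 12 cells in the sarcoidosis libraries used. Libraries of the groups did not overlap in these 3 classes, but did in smooth muscle cells or pericytes, with 3045 ± 1608 and 2180 ± 312 (SD, n = 3 each), a ratio of 1.40. LYZ averaged 29.0 CPM in sarcoidosis and 6.73 in healthy skin in lymphatic endothelium, 189 and 0 in NK cells and 87.55 and 2.73 in melanocytes. The differences, and a part of myeloid RNA in them, were not tested.

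The 1st pattern weighed was the rise of granzyme genes, IFNG, CCL3, CCL4 and CCL5 in CD4 T cells without FOXP3. Had CD8 T or NK cells inside the class been the cause, the rise should have shrunk in cells with a CD4 or CD40LG UMI and none of CD8A, CD8B, KLRF1, KLRC1 or FOXP3. There the median log2 fold change of the 8 genes was 6.97 (2022 sarcoidosis cells, and 1417 healthy cells of 2 libraries), against 4.67 over all cells of the same libraries with a median SE of 0.51. The rise thus did not shrink as this explanation required. It became larger by more than its error, whereas the outcome written beforehand against this explanation was a value within 1 median SE. Neither written outcome was met, so the test did not decide. Few cells in healthy replicates 1 and 3, shallow only in replicate 3, were weighed by draws of as many cells from each sarcoidosis library, made 2000 times. Drawn cells deeper than those of the sparse library were thinned to its depths. Healthy replicate 1 had a median of 6855 UMIs, above 3096, 1718 and 4971.5 in sarcoidosis replicates 1, 2 and 3. Its draws were therefore often shallower than the library itself. At most 0.05% of draws had a median of the 8 genes as low as the sparse library, which speaks against this explanation for the genes as a set. GZMA was 37.8, 48.3 and 74.5 CPM in healthy replicates 1, 2 and 3 against at least 519 in sarcoidosis, so healthy replicate 2 was not alone in its low level. Taken singly, up to 0.6% of draws were as low for GZMA, 0.95% for IFNG, 2.45% for CCL5, 6.1% for CCL4, 24.4% for GZMH, 27.45% for CCL3, 37.4% for GZMK and 44.05% for GZMB, so the sparse libraries alone decide little for the latter 4. The comparison with healthy replicate 2 alone, where the lowest log2 ratio of any of the 8 genes was 2.93, rests on 1 library. A change of the T cells with the disease remains a hypothesis, and a batch difference was not testable because all healthy libraries came from an earlier series.

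The 2nd pattern was the higher interferon-gamma response list in all 6 tested classes. If RNA of myeloid cells in other droplets were the cause, the list should rise with LYZ in the ratio of sarcoidosis myeloid cells, but it rose by at least 35.8 times that ratio in fibroblasts, blood endothelium and keratinocytes, which speaks against it. Scaling between libraries was likewise ruled out as the whole cause, as the lowest median over 6 classes and 3 scalings was 0.76. A response of these cells to interferon-gamma remains a hypothesis, and because all healthy libraries came from an earlier series, a batch difference may give part of the shift and was not testable.

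The 3rd pattern was the lower IL6 level in blood endothelium of sarcoidosis, which did not pass the adjusted threshold. The log2 ratio of mean IL6 level was -2.04, -1.15 and -0.83 within endothelial clusters 3, 7 and 11, all below 0, and the value nearest to 0, -0.83, lay between the bounds set beforehand, so a different mix of clusters could not be decided on. RNA of pericytes or smooth muscle cells was weighed by their markers, which were predicted to be lower too. TAGLN and MYL9 instead had log2 fold changes of 2.30 ± 0.85 and 2.13 ± 0.62, and the median with RGS5 was 2.13. RGS5 went the other way, at -0.99 ± 0.61, and ACTA2, the 4th marker planned, had too few UMIs to be tested. In smooth muscle cells or pericytes themselves, IL6 averaged 98.0 CPM in sarcoidosis and 906 in healthy skin. Their RNA could thus carry less IL6 without lower markers, so the markers do not decide on this explanation. Induction of IL6 in healthy skin during digestion was weighed by the dissociation stress genes of endothelium, of which 20 of 21 were lower in sarcoidosis. Their median was -0.19, and their call at the preset correlation (adjusted p = 0.0176) was lost with an estimated correlation (adjusted p = 0.891), so digestion stays open. Loss of IL6 in the disease, which would not be particular to endothelium, remains an untested hypothesis.

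The groups were also compared with the other ways to split the 6 libraries into 3 and 3, of which there are 10 with the real one, too few for a share under 0.05. In CD4 T cells without FOXP3 the real split called 69 genes and the highest other 0, so 1 of 10 reached the real count, and in myeloid cells the real split called 35 and the highest other 0, also 1 of 10. In fibroblasts the real split called 0 and the highest other 1, and in blood endothelium both were 0, so 10 of 10 reached the real count in each. Gene list calls over 4 classes numbered 27 in the real split and 37 in the highest other, with 3 of 10 splits reaching the real count. The median log2 fold change of the interferon-gamma response list was largest in the real split in each class, at 1.35 against 0.61 for the highest other in CD4 T cells without FOXP3, 2.37 against 1.42 in myeloid cells, 1.79 against 1.77 in fibroblasts and 0.83 against 0.50 in blood endothelium, but 4, 5, 7 and 5 of the other splits also passed the preset correlation test.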

How the results depend on the processing

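The direction of the named genes depended little on the processing, and the number of genes past the threshold depended on it strongly. Of 983 values of the 56 passing named genes under other settings, 650 stayed past the threshold, 333 did not and 0 changed direction, and no gene stayed past it in every setting. Genes named because the groups were separated can hardly change direction when a library is left out. Their steady direction was thus partly set by the choice. Of 462 values of other named genes, 441 stayed on the same side, 17 passed and 4 changed direction. The interferon-gamma response list kept its direction and its call at the preset correlation in all 6 classes under every setting. For each cytokine, the share of UMIs in its leading class moved by no more than 1 SD of the sarcoidosis libraries. Leaving out 1 of these libraries cannot move their mean that far, so only the other settings tested this. Of 80 differences in cell share, 75 kept their direction. The planned DESeq2 and edgeR fits were not run, a choice made because the deposited values are log values, although the recovered UMIs would have allowed them. The median-of-ratios scaling was run instead in limma. CD8 T cells had 1 healthy library with at least 10 cells, and regulatory T cells had no fit at 25 cells. Fits that leave a group with few libraries assume that these vary like the others. Few UMIs limit what some libraries can show, with 34755 UMIs in the 34 CD4 T cells without FOXP3 of healthy replicate 3 against 12841679 in the 2445 of healthy replicate 2.

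The main counts were 69 genes in CD4 T cells without FOXP3, 25 in regulatory T cells, 35 in myeloid cells and 0 in fibroblasts, blood endothelium and keratinocytes, with 47 gene list calls and 3 cell classes that did not overlap. With no filter on low counts, which tests more genes, they were 32, 124, 83, 14, 68 and 23, with 78 list calls. Trended variance with an offset of 2 UMIs, chosen after seeing the data, gave 0 genes in CD4 T cells without FOXP3, 0 in regulatory T cells, 0 in myeloid cells, 8 in fibroblasts and 3 in blood endothelium, and with an offset of 0.5 it gave 0, 0, 0, 0 and 2. In simulated data, trended variance recovered fewer changed genes than voom, except in blood endothelium at 8-fold (96% against 95.8%). Unchanged genes also made up fewer of its calls, except in blood endothelium (4.46% against 4.34%). Their share was 1.96% against 5.04% in CD4 T cells without FOXP3, 4.95% against 13.0% in regulatory T cells and 2.23% against 4.33% in myeloid cells. The 0 calls there may thus reflect lower power or fewer false calls. No scaling factors, also chosen after seeing the data, gave 168 genes in CD4 T cells without FOXP3 (89 higher and 79 lower, beside 49 and 20) and 11 in regulatory T cells, and brought the median of all genes to -0.17 in myeloid cells and -0.11 in fibroblasts.

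Leiden resolution 0.5 gave 109 genes in CD4 T cells without FOXP3, 67 in myeloid cells and 5 in blood endothelium, and resolution 2 gave 4 in regulatory T cells. With sub-clusters led by another class kept, chosen after seeing the data, there were 135 in CD4 T cells without FOXP3 and 72 in myeloid cells, and with any sub-cluster left out that had an excess of another class's markers, also chosen after seeing the data, 111 in myeloid cells. At least 25 cells gave 0 in myeloid cells and 3 in keratinocytes, and the strict cell filter gave 0 in myeloid cells, 10 in blood endothelium and 1 in keratinocytes. Both settings removed 1 library from myeloid cells and 1 from keratinocytes. Kept doublets gave 20 in blood endothelium. Except where stated, the cause was not tested.

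Leaving out 1 library at a time gave 0 (without healthy replicate 2) to 316 (without sarcoidosis replicate 1) genes in CD4 T cells without FOXP3, 0 (healthy 2) to 249 (sarcoidosis 1) in regulatory T cells, 0 (healthy 3) to 118 (healthy 1) in myeloid cells, 0 to 7 (healthy 1) in fibroblasts, 0 to 58 (sarcoidosis 3) in blood endothelium and 0 to 4 (sarcoidosis 1) in keratinocytes. The number of classes that did not overlap ranged from 3 to 9 (healthy 2). The difference in share ranged from -3.51 to 11.2 percentage points for blood endothelium, -19.7 to 6.0 for fibroblasts and -1.31 to 4.36 for myeloid cells.

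Some values that were not called changed sign. IL13 in CD4 T cells without FOXP3 was -0.14 with sub-clusters led by another class kept, against 1.32. With 1 library left out, fibroblast IL6 ranged from -0.43 to 0.62 and IL15 from -0.41 to 1.52. The difference in cells with a UMI ranged from -0.0138 to 0.0205 percentage points for IL4, -1.0 to 4.30 for IL13, -0.0810 to 0.0634 for IL17A and -0.0620 to 0.0205 for IL17F. For CSF2 it ranged from 1.07 (without sarcoidosis replicate 3) to 11.8 (without sarcoidosis replicate 2), against 7.45. Without healthy replicate 3 it was -2.14 for TNF and -0.0806 for IL2, against -12.1 and -1.98, and without healthy replicate 1 it was -21.5 and -3.41. It was -0.031 for IL4 without thinning, and -1.11 for CSF2 and 0.415 for IL2 at Leiden resolution 0.5. The cause was not tested.

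The replicate block gave 185 genes (97 higher and 88 lower) in CD4 T cells without FOXP3, 52 in regulatory T cells, 3 in myeloid cells, 58 in blood endothelium and 534 in keratinocytes. The replicate numbers pair nothing. Of 12 pairs with the same number over 4 classes, 2 had a correlation of deviations over 0.1, and they ranged from -0.64 to 0.23, with 0, 0, 1 and 1 of 6 libraries closest to their own number.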

Other observations

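JAK-STAT components, the receptors, kinases and transcription factors of cytokine signalling that JAK inhibitors act on, were measured as a fixed list that the report did not describe. Of 24 genes in CD4 T cells without FOXP3, 15 were higher in sarcoidosis, 1 rose over all genes and 4 adjusted over the list alone, with a median log2 fold change of 0.29 that camera in limma did not call (adjusted p = 0.0730). In myeloid cells 12 of 23 were higher, with 1 rising over all genes and 4 adjusted over the list alone (median 0.22, limma camera adjusted p = 0.327). Fibroblasts had a median of 0.16 over 19 genes and blood endothelium one of -0.04 over 20 genes, with limma camera adjusted p of 0.465 and 0.788. Medians of the glucocorticoid-responsive genes lay near 0 in all 6 classes, from -0.07 in keratinocytes to 0.17 in CD4 T cells without FOXP3, and the list was called in none of them. By the paper's account 1 patient took prednisone at biopsy, and that library was not compared with the others for this list.

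In regulatory T cells, dendritic cell activation genes had a median of 1.45 (0 of 7 over all genes, 5 adjusted over the list alone) and T cell chemokines one of 3.46 (0 of 4 over all genes, 3 rising and 1 falling adjusted over the list alone), each with adjusted p = 0.275 with an estimated correlation. Stromal cytokines and chemoattractants had a median of 1.60 there (0 of 7 over all genes, 2 adjusted over the list alone, adjusted p = 0.275 with an estimated correlation), and dissociation stress genes had 15 of 21 higher (median 0.57, adjusted p = 0.378 with an estimated correlation). In keratinocytes 18 of 21 dissociation stress genes were lower in sarcoidosis (median -0.52), with adjusted p = 0.559 with an estimated correlation. Keratinocytes also had all 4 measured fibroblast matrix genes lower (median -2.20, 0 over all genes, 2 falling adjusted over the list alone, adjusted p = 0.395 with an estimated correlation). In keratinocytes the genes with large changes that did not pass, chosen after their values were seen, included the proteasome activator PSME2 (2.56, limma adjusted p = 0.166) and UBE2L6 (3.43, limma adjusted p = 0.222).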
